A study of Homo sapiens with 3 samples. Its data were reported in "Allele-specific transcription factor binding in a cellular model of orofacial clefting" (2022).

How the data were processed

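Expression was measured by 3' mRNA sequencing in untreated HEPM cells, a commercially available line of human embryonic palatal mesenchyme that serves as a cell model of the developing palate. The labels describe 3 replicate libraries of 1 group, so there is no treatment, time point or control group, and no difference between groups could be tested. Libraries were made with a QuantSeq kit. In such libraries each transcript gives reads next to its 3' end, so counts are compared between genes without a division by transcript length. Genes whose 3' ends prime poorly or lie outside the annotation are under-counted, whatever their abundance.

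The deposited table holds raw counts, which the authors made as follows. Per their methods, the counting tool was featureCounts with Ensembl gene models, run on STAR alignments to GRCh37 of reads cleared of adapter sequence by bbduk. No normalization was applied by the authors to the deposited counts. The methods name no molecular identifiers, so the counts may include PCR copies, and intervals or floors below cover counting error only. The methods also do not say whether counting used the strand, so genes that overlap another gene on the opposite strand are treated as uncertain. Nor do they say how reads that match several places were counted. The name of the deposited counts holds the word unique, so such reads may have been left out. All 174699 values of the table were checked to be whole numbers of at least 0, in 58233 rows with unique gene identifiers, with 0 rows that named no gene. The 3 columns carry names that match no single replicate, so they were taken as unnumbered replicates of the group and are called libraries A, B and C, in the order of the table.

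Symbols were joined by Ensembl gene identifier. Of the identifiers, 55727 had a symbol and 2506 had none, and 95 of the latter reached a mean of 5 reads. Gene types, positions and transcript sequences were taken from GENCODE release 44 mapped to GRCh37. All positions are 1-based and belong to that annotation, since the table itself holds none. The order of the rows was also checked against the genome builds: of the neighbouring pairs of genes, 49578 have the same order in both builds, 238 follow only the order of GRCh38 and 4 follow only that of GRCh37. The annotation used for counting can therefore differ from the one named in the methods, and gene boundaries in the counting from the positions given here.

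The definitions of the study were applied to the mean of the 3 raw counts. A gene was called expressed at a mean of at least 5 reads, and strongly expressed at or above the upper quartile (quantile 0.75) of the expressed genes. CPM (counts scaled to a common total) were computed from the deposited counts and the column totals, and were used for ratios between libraries. The 22 candidate TFs and the 10 genes near TFAP2A peaks were taken from the study, which had collected the first list from the literature. Candidates were compared with the other members of their gene families by Fisher's exact test, two-sided. TFAP2A was compared with each other strongly expressed candidate within each library, by an exact sign-flip permutation test on the log2 ratio of the deposited counts, two-sided, with Benjamini-Hochberg adjustment over the family of ratios. With 3 libraries that test cannot go below 0.25. Agreement of libraries was measured across expressed genes by Spearman correlation, by the standard deviation of log2 ratios and by a chi-square test of homogeneity of the counts.

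Scaling factors by the trimmed mean of M values (30% of M and 5% of A values trimmed at each end), scaling factors by the median of ratios, and the biological coefficient of variation were computed directly from their published definitions in numpy 2.4.6 and scipy 1.17.1 under python 3.11.15. The coefficient is the square root of a negative binomial dispersion shared by all genes, estimated by a Cox-Reid adjusted profile likelihood. edgeR and DESeq2 had been planned for these steps and were not used. The deposited counts are separated by semicolons, which the automatic check of units does not read, so their unit was recorded as other and no count package was run, although the values are raw counts. On simulated counts for 14308 unchanged genes, a coefficient of 0.1 was estimated as 0.0982 and one of 0.3 as 0.299. Scaling factors were recovered within a relative error of 0.00838 over 14508 genes. Of 200 genes raised in one simulated library, 199 were among the 400 highest ratios at a coefficient of 0.1, and 181 at 0.3.

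The rule for naming genes was fixed before the data were examined. Single values of a few genes on these lists are not reported here, though the genes are part of the counts. The rule covers the 22 candidates and the 10 genes near peaks, the 10 genes with the highest mean count, fixed mesenchymal and epithelial markers, close relatives of the candidates and the HOX genes, the 10 other family members with the highest counts, the 10 strongly expressed genes with the largest ratio of highest to lowest CPM, and PTGS2, CD58 and FGF8. The alternatives were other scalings of the counts, the median in place of the mean, minimums of 1 and 10 reads or of 5 reads in every library, thinning to the smallest library, leaving out 1 library at a time, and protein-coding or nuclear genes alone. The comparison of strong expression between candidates and family members was added later. Fixed lists of proliferation, cholesterol synthesis, and matrix and TGF-beta response genes were each compared in every library with 10000 random lists of genes of similar mean count. A test for aberrant libraries was not applied, since it needs more than 3 libraries. TFs with a motif in JASPAR and the binding data of the study were not analysed here. Plots were drawn with matplotlib 3.10.9, and tables were handled with pandas 2.3.3.

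The totals of assigned reads were 6110395, 6793211 and 5693083 in libraries A, B and C. At these totals 5 reads correspond to 0.818, 0.736 and 0.878 CPM. A count of 0 allows up to 3 counts, or 0.491, 0.442 and 0.527 CPM in the respective libraries, and 0.161 CPM over the 3 libraries together.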

Results

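The data consisted of read counts per gene in 3 replicate libraries of untreated HEPM cells, all of 1 group. Library A held 6110395 assigned reads, library B 6793211 and library C 5693083, a mean of 6198896 ± 555378 (SD, n = 3). At least 1 read was found for 20090 genes in library A, 20663 in library B and 19661 in library C. Protein-coding genes received 91.4%, 90.6% and 94.3% of the reads in libraries A, B and C, and genes of the mitochondrial genome 4.30%, 3.80% and 1.99%.

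To judge the error behind each value, the 3 libraries were compared across genes. Genes are not independent replicates, so the correlations carry no p-value. Across the expressed genes, Spearman's correlation of counts was 0.979 between libraries A and B, 0.935 between A and C and 0.946 between B and C. Restriction to genes with a mean of at least 100 reads moved the lowest value most, to 0.827. Log2 ratios of genes with a mean of at least 100 reads (7476 genes) had an SD of 0.36 between A and B, 0.80 between A and C and 0.73 between B and C. A difference of more than 2-fold was found for 2.01% of these genes between A and B, 18.4% between A and C and 14.5% between B and C. No pair of columns was identical. A chi-square test of homogeneity over 14507 degrees of freedom gave a statistic of 14.1 per degree of freedom for A and B, 53.8 for A and C and 49.4 for B and C, where sampling noise alone gives a value near 1. All 3 pairs exceeded it. The test treats reads as independent, and repeat preparations of a single sample would also exceed sampling noise, so it speaks only against a library deposited more than once. The libraries were counted as 3 replicates because the labels name them so. The common biological coefficient of variation was 32.3% over 14508 genes. Library C decided this value: as a fraction it was 0.323 with all libraries and 0.180 without library C.

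The first question was which genes HEPM cells express. Of 58233 genes in the table, 34405 had no read in any library, and 14508 had a mean of at least 5 reads and were called expressed. This count ranged most widely with the minimum itself, from 12990 genes at a mean of at least 10 reads to 19091 genes at a mean of at least 1 read. Of the expressed genes, 13327 had at least 5 reads in all 3 libraries, whereas 1181 (8.14%) fell short of 5 reads in at least 1 library. Conversely, 1379 genes below the mean of 5 reads reached 5 reads in a library. Protein-coding genes made up 82.2% of the expressed genes (11926), which is 60.7% of the 19635 protein-coding genes in the table. The median expressed gene had a mean of 106.67 reads. The upper quartile of expressed genes began at 326.42 reads, or 52.7 CPM of the mean library, and 3627 genes lay at or above it. They held 84.1% of all assigned reads. In single libraries the quartile began at 325, 340 and 294 reads, a mean of 319.67 ± 23.5 (SD, n = 3). Among protein-coding genes alone it began at 396.83 reads.

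The mitochondrial ribosomal RNA MT-RNR2 (ENSG00000210082) had the highest mean count, and the highest count in libraries A and B. In library C it had 53141 reads, fewer than RPL27A with 77092 and MALAT1 with 63661. It took 3.04% of the reads in library A (95% Wilson interval 3.03 to 3.06%), 2.58% in library B (2.57 to 2.59%) and 0.933% in library C (0.926 to 0.941%). These intervals do not overlap, so the shares differed by more than counting error between the libraries. By mean count it was followed by MALAT1 with 110958 ± 51430 reads (SD, n = 3), RPL27A with 61448, ACTG1 with 55316, COL1A2 with 44685, COL1A1 with 42647, RPS27A with 41168, S100A6 with 39204, RPL37A with 35623 and VIM with 22438. Ribosomal protein genes have many processed pseudogenes, and their counts depend on whether reads that match both were counted or left out. Together these 10 genes held 10.2%, 10.7% and 7.49% of the reads in libraries A, B and C.

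**Figure D1:**
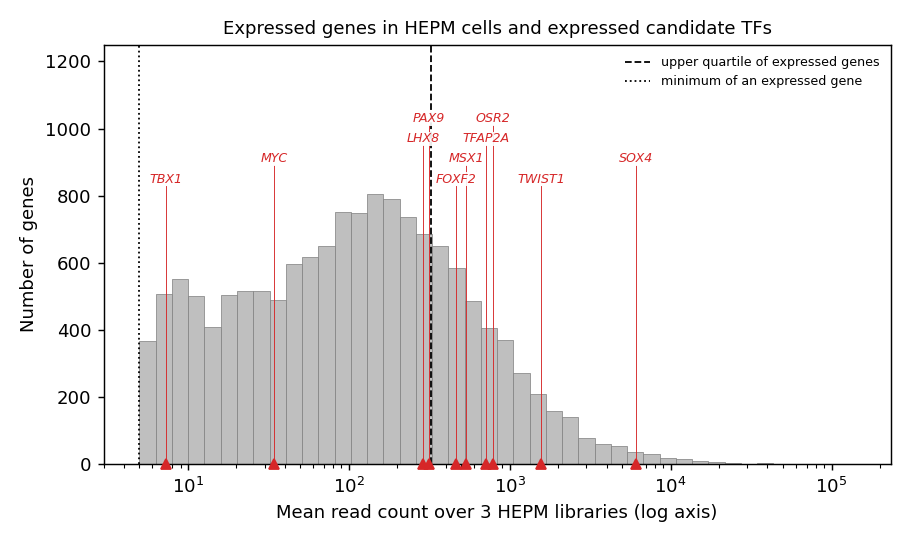
Number of genes by mean read count over the 3 HEPM libraries (log axis) for the 14508 expressed genes, with the minimum of 5 reads (dotted line) and the upper quartile at 326.42 reads (dashed line). Triangles mark 10 expressed candidate TFs, of which 6 lie above the quartile and PAX9 and LHX8 just below it.

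The next question was which of the TFs with a reported role in craniofacial development are expressed in these cells. Of the 22 candidate TFs, 11 were expressed, 6 of them strongly, and 11 were not expressed at this depth. The candidate count changed most when the minimum was lowered to a mean of at least 1 read, where 13 candidates passed. SOX4 (ENSG00000124766, chromosome 6, 21593982 to 21598850) had the highest mean, 6106 ± 2582 reads (SD, n = 3). TWIST1 (ENSG00000122691, chromosome 7, 19060614 to 19157259) followed with 1563 ± 349.5 reads, OSR2 (ENSG00000164920, chromosome 8, 99956631 to 99964332) with 784 ± 30.7 reads and TFAP2A (ENSG00000137203, chromosome 6, 10393419 to 10419892) with 709.67 ± 50.1 reads. MSX1 (ENSG00000163132, chromosome 4, 4861392 to 4865663) had 537 ± 252 reads and FOXF2 (ENSG00000137273, chromosome 6, 1389811 to 1395838) 464 ± 138 reads. All positions are those of the whole protein-coding gene on GRCh37. TFAP2A lay at the 87.9th percentile of the expressed genes. Its raw counts varied little between libraries, with 652, 734 and 743 reads in A, B and C (coefficient of variation 7.07%). Scaled to the library totals, TFAP2A had 106.7, 108.0 and 130.5 CPM in A, B and C, a mean of 115.1 ± 13.4 CPM (SD, n = 3). MSX1 ranged from 344 reads in library B to 822 in library C and FOXF2 from 317 in library C to 592 in library A, so their order is within the spread of the replicates. In each of these 6 genes all 3 libraries exceeded the quartile of their own library.

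PAX9 had a mean of 314 ± 73.7 reads (SD, n = 3) and LHX8 of 289 ± 33.4 reads, both just under the threshold of strong expression. Without library C, PAX9 passed the threshold and 7 candidates were strongly expressed. With a minimum mean of 1 read, PAX9 and LHX8 both passed and 8 candidates were strongly expressed. MYC had a mean of 34.3 ± 14.5 reads and TBX1 of 7.33 ± 3.21 reads. TBX1 had 5, 11 and 6 reads in A, B and C, and failed a minimum mean of 10 reads, which left 10 candidates. The gene GNB1L overlaps exons of TBX1 on the opposite strand and had 23, 33 and 24 reads, so the counts of TBX1 are uncertain if counting ignored the strand. An antisense transcript over TFAP2A, TFAP2A-AS1, had a mean of 23.3 reads against the 709.67 of TFAP2A, and ENSG00000224149, which overlaps LHX8, had a mean of 70.3 reads.

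Of the candidates below the minimum, ARID3B was closest, with a mean of 4.0 ± 1.73 reads (SD, n = 3) from counts of 2, 5 and 5. It passed when the median replaced the mean, and also without library A, giving 12 expressed candidates in either case. GSC had 1 read in all. FOXE1, GRHL2, GRHL3, HOXA2, PAX7, TBX22, TP63 and VAX1 had no read in any library. For these 8 genes a count of 0 of the 18596689 assigned reads allows up to 0.161 CPM, against 0.807 CPM for 5 reads in the mean library.

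**Figure D2:**
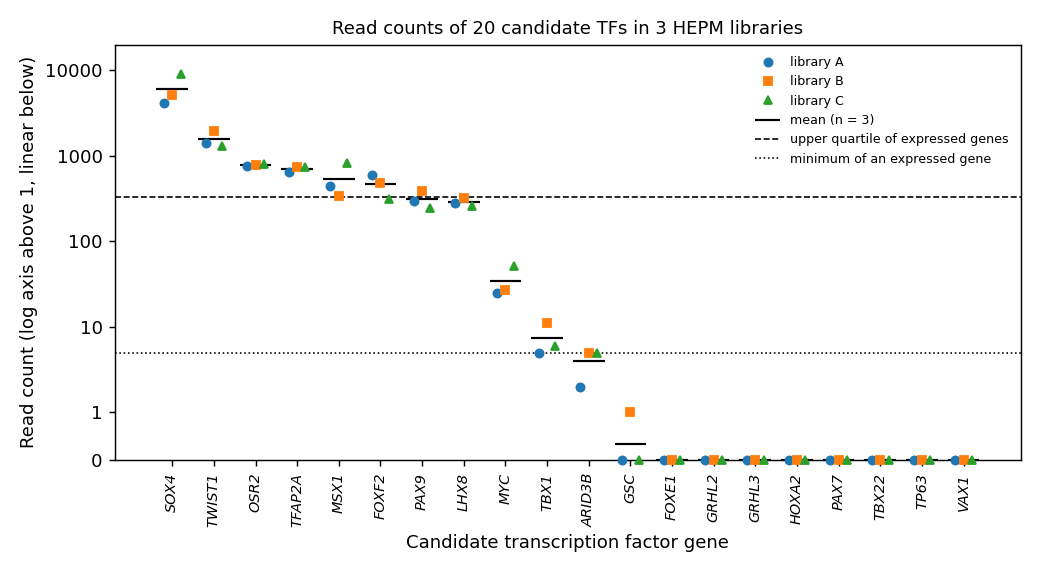
Read counts of 20 candidate TFs in libraries A, B and C (points; log axis above 1, linear below) with the mean of the 3 libraries (bars). From SOX4 to FOXF2 the means lie above the upper quartile of expressed genes (dashed line at 326.42 reads), and the 8 genes from FOXE1 to VAX1 have no read.

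Whether the candidates were expressed more often than related genes was tested against 169 other members of the same gene families. Expression was found for 11 of 22 candidates and 58 of 169 relatives (34.3%), an odds ratio of 1.91 that was not significant (Fisher's exact test, two-sided, p = 0.163). The odds ratio fell below 1, to 0.646, when all other protein-coding genes were the background (Fisher's exact test, two-sided, p = 0.383). The 10 relatives with the highest mean counts were TBX3 with 2752 reads, FOXP1 with 2410, ARID5B with 1766, ARID4B with 1373, SOX12 with 1208, SOX11 with 1073, FOXC1 with 951, ARID4A with 797, FOXK1 with 657 and FOXN3 with 589. None of the 39 HOX genes reached a mean of 5 reads, and 36 of them had no read. HOXD13 had the highest mean among them, 1.0 read.

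TFAP2A was the TF that the study carried forward, so its counts were set against those of the other 5 strongly expressed candidates within each library. TFAP2A was lower than SOX4 in 3 of 3 libraries, with a mean log2 ratio of -3.03 ± 0.51 (SD, n = 3, exact sign-flip permutation test, two-sided, p = 0.25, adjusted p = 0.3125). It was also lower in 3 of 3 libraries than TWIST1, with a mean log2 ratio of -1.12 ± 0.29, and than OSR2, with -0.15 ± 0.05. It was higher than FOXF2 in 3 of 3 libraries, with a mean log2 ratio of 0.66 ± 0.55. Against MSX1 it was higher in libraries A and B and lower in library C, at a mean log2 ratio of 0.50 ± 0.62 (SD, n = 3, exact sign-flip permutation test, two-sided, p = 0.5, adjusted p = 0.5). By the same exact permutation test p was 0.25 and adjusted p 0.3125 for TWIST1, OSR2 and FOXF2. The smallest p-value that 3 libraries allow is 0.25, so none of these 5 comparisons could reach 0.05. The direction was the same in all 3 libraries for 4 of the 5 ratios, and without library C for all 5.

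Close relatives with a similar binding domain were counted separately. TFAP2C had a mean of 485 ± 168 reads (SD, n = 3), which corresponded to 77.3%, 87.6% and 41.4% of the TFAP2A count in libraries A, B and C. TFAP2B and TFAP2D had no read, and TFAP2E had a mean of 2.33 reads. TWIST2 had a mean of 339 ± 120 reads against 1563 of TWIST1, MSX2 47.0 ± 24.2 against 537 of MSX1, and OSR1 28.3 ± 9.71 against 784 of OSR2. PAX1 had no read, whereas its relative PAX9 had a mean of 314.

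The expression data were also used for the 10 candidate genes for clefting near TFAP2A peaks. Of these, 8 were expressed and 5 strongly so. The means were 7613 ± 2217 reads for TPM1, 5471 ± 2424 for GREM1, 1436 ± 52.6 for ARHGAP29, 537 ± 252 for MSX1 and 523 ± 135 for FILIP1L (SD, n = 3). ADCY9 had 126 ± 35.6 and SPRY2 125 ± 55.9 reads. NOG had 48, 53 and 79 reads in libraries A, B and C (SD 16.6). ARID3B and TP63 did not reach the minimum, and with ARID3B included under the median or without library A the number was 9. Of the expressed ones ARHGAP29 (ENSG00000137962, chromosome 1, 94614544 to 94740624) varied least between libraries in raw counts, at 3.66% of its mean. GREM1 (ENSG00000166923, chromosome 15, 33010205 to 33037307) ranged from 3106 reads in library C to 7950 in library B. Of 3 further genes that the study discusses, PTGS2 had a mean of 74.0 ± 24.3 reads and CD58 of 40.7 ± 15.9, and FGF8 had no read.

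Markers of mesenchymal and epithelial cells were read out as fixed beforehand. All 10 mesenchymal markers had a mean above the threshold of strong expression. TWIST2 was the closest to it, with 326, 465 and 225 reads in libraries A, B and C, and lay below the quartile of library C and below the threshold of 396.83 reads among protein-coding genes. Besides VIM, COL1A1, COL1A2, TWIST1 and TWIST2 above, the means were 7849 for PRRX1, 6508 for COL3A1, 5077 for PDGFRA, 1886 for THY1 and 1781 for PDGFRB. Of the epithelial markers, KRT5, KRT14, ESRP1 and GRHL2 had no read, EPCAM had a mean of 0.67 and CLDN4 of 2.33 reads. KRT19 was strongly expressed with 478 ± 55.1 reads (SD, n = 3), and CDH1 with 55.3 ± 27.0, KRT8 with 28.0 ± 13.5 and KRT18 with 21.3 ± 9.07 reads passed the minimum.

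Among the 3627 strongly expressed genes the median ratio of highest to lowest CPM over the 3 libraries was 1.502, and 771 genes (21.3%) had a ratio of at least 2. The 10 genes with the largest ratio were chosen for their spread, so the values describe variation between libraries and not an effect. FOS had the largest, with 259, 17 and 1387 reads in libraries A, B and C. MT-TC followed with 233, 41 and 1327 reads. The remaining 8 were lowest in library C: CD9 with 1992, 1295 and 122 reads, MT-ATP8 with 3367, 3902 and 269, SOCS1 with 633, 422 and 65, FRMD8 with 536, 462 and 50, and the processed pseudogenes TPT1P4, RPS27P3, RCN1P2 and ENSG00000213315. TPT1P4 had 825, 701 and 34 reads. The counts of such pseudogenes are uncertain because they share sequence with their parent genes. How reads that match both were counted is not stated in the methods.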

Values the study reported

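The study reported 14,508 expressed genes in HEPM cells, at an average of at least 5 reads, and gave 327 reads as the limit of strong expression. Among them it counted 350 TFs with a JASPAR motif. Of 22 TFs collected from the literature, the study listed 11 as expressed and 6 as strongly expressed. It named 10 candidate genes for clefting near TFAP2A peaks, 8 of them expressed.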

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

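The alternatives were fixed before the data were examined, except that the comparison of strong expression between candidates and relatives was added afterwards together with its alternatives. Across all of them the number of expressed candidate TFs was between 10 and 13 and that of strongly expressed ones between 6 and 8. FOXF2, MSX1, OSR2, SOX4, TFAP2A and TWIST1 were strongly expressed under every alternative run. The number of expressed genes stayed within 1.5 times of 14508 under each scaling, minimum and gene set tried, and was from 14431 to 14591 across the 3 fits that each left out 1 library.

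The threshold of strong expression followed the minimum for an expressed gene. It was 224.33 reads with a mean of at least 1 read, 373.33 with a mean of at least 10 reads, 360.67 with at least 5 reads in every library and 396.83 among protein-coding genes, because each of these changes which genes enter the quartile. Leaving out 1 library at a time gave from 312.0 to 335.0 reads. The comparison of candidates with family members by expression stayed above an odds ratio of 1 except with all protein-coding genes as the background, where it was 0.646. The cause was not tested. The added comparison by strong expression had an adjusted p of 0.0633 by Fisher's exact test. It passed 0.05 with a mean of at least 1 read, at an odds ratio of 4.257 (exact test, adjusted p = 0.0121), and without library C (exact test, adjusted p = 0.0252). Its odds ratio was from 3.353 to 3.915 across the fits that each left out 1 library. With HOX genes left out it was 2.682 and with all protein-coding genes as the background 1.731. The cause was not tested.

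Agreement between libraries depended on the genes and on library C. The lowest correlation of a pair was 0.8265 among genes with a mean of at least 100 reads, where the range of counts is narrower. Leaving out 1 library at a time gave from 0.9348 to 0.9793, the latter without library C. The biological coefficient of variation went from 0.1799 to 0.3932 across the 3 fits that each left out 1 library, lowest without library C. Under the 3 scalings the 14 candidates with a read gave 42 mean counts, of which 0 moved by more than 1 SD. The log2 ratio of TFAP2A to MSX1 was from 0.203 to 0.822 and that to FOXF2 from 0.372 to 0.916 across the fits that each left out 1 library. No paired comparison between groups was possible because there is only 1 group. Depth limits the calls near the minimum: 1518 expressed genes had a mean under 10 reads, TBX1 among them.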

Other observations

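Tests on the pseudogenes as a set, on GC content and length in the cholesterol synthesis genes, on depth and on gene order were chosen only after the respective result was seen. The other tests were written down before their own result was seen, though after the distance of library C was known. Because there is only 1 group, the design names no biological difference between the libraries, and no biological explanation was tested with it.

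Library C stood farther from libraries A and B than these stood from each other. Depth was not the cause: after thinning to the smallest total, the lowest correlation was 0.9346, against 0.9785 for A and B. The SD of log2 ratios between library C and the others was at least 0.6914 over protein-coding genes with a mean of at least 100 reads. Removing a trend on the GC content of the last 500 bases of the transcript left at least 0.6823, against 0.3517 for A and B. Removing a trend on transcript length left 0.6903, but there was almost no such trend to remove (Spearman's correlation from 0.0025 to 0.008). Genes near the detection limit do not account for it, since the larger correlation with library C was 0.8546 among genes with a mean of at least 100 reads, against 0.9586 for A and B. Nor do pseudogenes and mitochondrial transcripts, as over 7121 nuclear protein-coding genes the larger correlation with library C was 0.8641, against 0.9606 for A and B. Cells of another line in library C would turn many genes on or off, and at least 20 nuclear protein-coding genes with at least 100 reads in one library and at most 3 in another was set as the mark. The number found was 1, COL11A1, named after its values were seen, with 3, 8 and 112 reads in A, B and C. How many genes differ in this way between lines was not measured here, so this number excludes nothing. What stays open is cells of another line, or a difference in culture, in library preparation or in sequencing run, none of which the labels record per library.

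Fixed lists of 10 genes each were placed among 10000 random lists of genes with similar mean counts, as a description of these libraries. The median log2 deviation of proliferation genes in library C lay at the 72.08th percentile, and that of matrix and TGF-beta response genes at the 13.59th. Proliferation genes were instead low in library A, where 10 of 10 lay below the mean of the libraries. Cholesterol synthesis genes lay at the 0.19th percentile in library C, which met the prediction written for that list. Their gap was widest between A and C, at 1.267 log2 units, the pair with the lowest correlation. However, they parted A from B by 0.943 log2 units and B from C by only 0.324. These genes therefore go with the distance of library C from A, but not with its distance from B.

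The cholesterol genes form a pattern of their own. In library A, 10 of 10 genes lay above the mean of the libraries, with a median deviation of 0.74 log2 units. In library C 9 of 10 lay below, with a median of -0.53. In library B 10 of 10 lay below, with a median of -0.204, just under the central 95% of the random lists (lower end -0.193). Library A thus stood apart from both others. INSIG1 had 949, 398 and 136 reads in libraries A, B and C and DHCR7 402, 182 and 71, both picked as examples after their values were seen. In CPM, 7 of the 10 genes fell from A to B to C, compared with 24.6% of expressed genes. The percentile in library C was 0.19 before and 0.1 after removing the GC content trend, so that trend does not account for it. It was 0.2 after removing the transcript length trend. Ratios between libraries were nearly unrelated to length, so there was little to remove and this step adds no separate test. These genes respond together to the sterol supply of cells, and a difference in medium, serum age or cell density between cultures may be behind the pattern. This is a hypothesis that these libraries cannot test. 

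Processed pseudogenes were a further point of difference. Of 201 with a mean of at least 100 reads, 42 (20.9%) lay more than 1 log2 unit below the mean of the libraries in library C, compared with 2.35% of protein-coding genes. In library A this held for 1 pseudogene and in library B for none. In library B the pseudogenes lay high instead, with a median deviation of 0.145, above the central 95% of the random lists (upper end 0.026), and 134 of 201 above the mean of the libraries, so a shift of the median is not particular to library C. The median deviation of the pseudogenes in library C was -0.17, and the percentage of 10000 random lists of protein-coding genes that lay lower was 0.0. A random draw of protein-coding genes with these mean counts thus did not give this median. Pseudogenes with the same parent gene may vary together, which such lists do not reproduce, so chance is not excluded for pseudogenes as a set. Lower transcription of the parent genes may account for the shift of the median, since 112 parent genes known by name had a median deviation of -0.163 in library C, and their 137 pseudogenes one of -0.268. It does not account for the deep losses: 8.04% of the parent genes lay more than 1 log2 unit low in library C, against 24.1% of these pseudogenes. A different treatment of reads that match a parent gene and its copies, from read length, trimming or alignment, is a candidate explanation that counts alone cannot test. The pseudogenes held 1.56%, 1.78% and 1.47% of the reads in libraries A, B and C, so they weigh little on the library totals. Whether the same cause changed the counts of the candidate TFs was not tested.

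The order of genes in the table is that of GRCh38 and not that of GRCh37. If the annotation was that of GRCh37, the pairs of neighbours whose order differs between builds should follow it, and 4 did, against 238 that follow GRCh38. This leaves open which genome the reads were aligned to. Counts of genes whose 3' ends moved between annotations could differ from a count on the named annotation.

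An even background of reads over silent genes was tested as an explanation of genes counted as expressed at low means. Of 409 olfactory receptor genes, which these cells were not assumed to use, 0.0% reached a mean of 5 reads, 402 had no read, and the highest mean was 1.33. These values argue against a general haze over silent genes of this kind. They cannot exclude stray reads at genes within or near transcribed regions, and a gene such as TBX1 can carry reads of an overlapping neighbour. Admixed epithelial cells do not explain the reads of CDH1 and KRT19: the median mean count of EPCAM, CDH1, KRT5, KRT14 and ESRP1 was 0.0. KRT19, at a mean of 478.33 reads, was found without KRT5 or KRT14.

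An added comparison concerned strong expression. Of the 22 candidates 6 (27.3%) were strongly expressed, against 17 of 169 relatives (10.1%), an odds ratio of 3.35 (Fisher's exact test, two-sided, p = 0.0316). Adjusted with the comparison by expression, p was 0.0633, so it failed the correction. The call turned on library C and on the minimum: the adjusted p of the exact test was 0.0252 without library C and 0.0121 with a mean of at least 1 read, and ranged up to 0.383 with all protein-coding genes as the background. The odds ratio was from 1.731 to 4.257 under the alternatives run. HOX genes, none of them expressed, weigh on such comparisons: without them the odds ratio was 2.682 for strong expression (exact test, adjusted p = 0.189) and 1.384 for expression. The share of TFAP2C relative to TFAP2A, 68.8% ± 24.2 (SD, n = 3), had a wide range over the libraries, while TFAP2A was above TFAP2C in 3 of 3. Whether both proteins occupy the same sites was not tested.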
